# SUCNR1-mediated chemotaxis of macrophages aggravates obesity-induced inflammation and diabetes

**DOI:** 10.1007/s00125-017-4261-z

**Published:** 2017-04-05

**Authors:** Janna A. van Diepen, Joris H. Robben, Guido J. Hooiveld, Claudia Carmone, Mohammad Alsady, Lily Boutens, Melissa Bekkenkamp-Grovenstein, Anneke Hijmans, Udo F. H. Engelke, Ron A. Wevers, Mihai G. Netea, Cees J. Tack, Rinke Stienstra, Peter M. T. Deen

**Keywords:** Adipose tissue, Chemotaxis, Glucose, Inflammation, Macrophage, Obesity, Succinate, TCA cycle

## Abstract

**Aims/hypothesis:**

Obesity induces macrophages to drive inflammation in adipose tissue, a crucial step towards the development of type 2 diabetes. The tricarboxylic acid (TCA) cycle intermediate succinate is released from cells under metabolic stress and has recently emerged as a metabolic signal induced by proinflammatory stimuli. We therefore investigated whether succinate receptor 1 (SUCNR1) could play a role in the development of adipose tissue inflammation and type 2 diabetes.

**Methods:**

Succinate levels were determined in human plasma samples from individuals with type 2 diabetes and non-diabetic participants. Succinate release from adipose tissue explants was studied. *Sucnr1* ^*−*/−^ and wild-type (WT) littermate mice were fed a high-fat diet (HFD) or low-fat diet (LFD) for 16 weeks. Serum metabolic variables, adipose tissue inflammation, macrophage migration and glucose tolerance were determined.

**Results:**

We show that hypoxia and hyperglycaemia independently drive the release of succinate from mouse adipose tissue (17-fold and up to 18-fold, respectively) and that plasma levels of succinate were higher in participants with type 2 diabetes compared with non-diabetic individuals (+53%; *p* < 0.01). *Sucnr1* ^*−*/−^ mice had significantly reduced numbers of macrophages (0.56 ± 0.07 vs 0.92 ± 0.15 F4/80 cells/adipocytes, *p* < 0.05) and crown-like structures (0.06 ± 0.02 vs 0.14 ± 0.02, CLS/adipocytes *p* < 0.01) in adipose tissue and significantly improved glucose tolerance (*p* < 0.001) compared with WT mice fed an HFD, despite similarly increased body weights. Consistently, macrophages from *Sucnr1* ^*−*/−^ mice showed reduced chemotaxis towards medium collected from apoptotic and hypoxic adipocytes (−59%; *p* < 0.05).

**Conclusions/interpretation:**

Our results reveal that activation of SUCNR1 in macrophages is important for both infiltration and inflammation of adipose tissue in obesity, and suggest that SUCNR1 is a promising therapeutic target in obesity-induced type 2 diabetes.

**Data availability:**

The dataset generated and analysed during the current study is available in GEO with the accession number GSE64104, www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64104.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00125-017-4261-z) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

Adipose tissue in obese individuals is characterised by adipocyte hypertrophy, oxidative stress, macrophage infiltration and enhanced production of proinflammatory cytokines. The proinflammatory state of adipose tissue significantly contributes to the development of insulin resistance by interfering with insulin signalling routes [1–3]. However, the mechanisms by which local metabolic disturbances in adipose tissue in obesity lead to macrophage infiltration and the onset of chronic inflammation are not fully understood. Recently, the mitochondrial metabolite succinate has been suggested as a potential link between metabolic stress and activation of inflammatory signals [4]. Under non-stressed conditions, succinate is formed from succinyl-CoA by succinyl-CoA synthetase, and is converted into fumarate within the tricarboxylic acid (TCA) cycle. Under conditions of oxidative stress, alterations in functioning of the TCA cycle lead to mitochondrial release of succinate into the cytosol and subsequently the extracellular environment [5–7]. Circulating succinate levels are elevated in rodent models of metabolic disease [8]. Importantly, with the identification of G-coupled receptor 91 (GPR91), also known as succinate receptor 1 (SUCNR1), which is present on the plasma membrane of various cell types, it became clear that succinate may have an important signalling function, providing feedback between local tissue metabolism, mitochondrial stress and organ function [9, 10]. High levels of SUCNR1 are reported in metabolically active tissues such as kidney, adipose tissue and liver [11]. However, the function of the receptor in these tissues, especially under conditions of metabolic stress, remains largely unknown.

Interestingly, SUCNR1 is also expressed in immune cells [11, 12] and stimulation of immune cells with lipopolysaccharide (LPS) does not only activate inflammatory processes, such as secretion of cytokines (e.g. IL-1β), but also coincides with intracellular accumulation [4] and cellular release of succinate [13]. We aimed to evaluate whether SUCNR1 and its ligand, succinate, have an important role in the development and progression of obesity-induced inflammation and insulin resistance in type 2 diabetes. We set out to investigate the role of the SUCNR1 pathway using both animal and human studies combined with various in vitro approaches.

## Methods

### Human studies

Human subcutaneous adipose tissue and visceral adipose tissue samples were collected and digested using collagenase type 1 (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) to isolate mature adipocytes (MA) and the stromal vascular fraction (SVF) as described [14]. The cellular fractions were subsequently used for RNA isolation and reverse transcriptase quantitative PCR (RT-qPCR) analysis. Increased gene expression of *Fabp4* and *Emr1* in the adipocytes and SVF, respectively, confirmed the purity of the fractions (data not shown). Plasma succinate levels were determined in individuals with type 2 diabetes (*n* = 45) and non-diabetic control participants (*n* = 72). Participants were 40–70 years old and those with type 2 diabetes were treated according to national guidelines. All participants with type 2 diabetes had poor glycaemic control while on oral glucose-lowering agents [15].

Blood was taken after an overnight fast in all individuals, just before the start of insulin treatment in the participants with type 2 diabetes. See electronic supplementary material (ESM) for further details and ESM Table 1 for the characteristics of both groups. All participants gave written informed consent and the studies were approved by the ethical committee of the Radboud University Medical Center, Nijmegen, the Netherlands.

### Animal studies

*Sucnr1* ^+/−^ mice on a C57BL/6 background were a kind gift from Amgen (Thousand Oaks, CA, USA) and were generated as described previously [9]. 

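In the gene order of the mouse assembly GRCm38.p6, used here for names and order alone because no genome build is named for the array values, *Sucnr1* lies between *Aadac*, which encodes an arylacetamide deacetylase, and *Mbnl1*, a regulator of splicing. *Aadacl2* and *Aadacl2fm1* follow beyond *Aadac*, and *P2ry1*, a receptor for ADP, *Rap2b* and *Arhgef26* beyond *Mbnl1*. Of 50 genes of this neighbourhood 47 were measured on arrays of epididymal adipose tissue from 4 LFD-fed WT and 4 LFD-fed *Sucnr1* -/- mice. Their median log2 difference, *Sucnr1* -/- minus WT, was −0.06.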

To generate the *Sucnr1* ^+/−^ mice, an IRES/*lacZ*/neo cassette was exchanged for a large part of exon 2, encoding most of the receptor, by homologous recombination. See ESM Fig. 1 and ESM Methods for further details. The animals were intercrossed to yield homozygous *Sucnr1* ^*−*/−^ wild-type (WT) littermate offspring. Mice were housed under standardised conditions (12 h dark/12 h light cycle). Unless stated otherwise, mice were fed ad libitum. Animal experiments were approved by the Animal Experiments Committee of the Radboud University Medical Center.

Eight to 12-week-old male mice were randomised according to body weight and divided into four groups: WT or *Sucnr1* ^*−*/−^ mice receiving either a low-fat diet (LFD; 10% energy derived from fat; D12450J, Research Diets, New Brunswick, NJ, USA) or a high-fat diet (HFD; 60% energy derived from fat; Research Diets, D12492). Each of the four groups was further randomised into three groups that received either 2, 8 or 16 weeks of diet. The investigator was blinded to group assignment and outcome assessment. Body weight was measured weekly and GTTs were performed at the end of weeks 2, 8 or 16 as described below. Finally, the mice were anaesthetised with isoflurane for collection of blood in heparin tubes (BD, Franklin Lakes, NJ, USA) by orbital extraction. After the animals were euthanised by cervical dislocation, epididymal white adipose tissue and liver were isolated for further analysis. Tissues were fixed for immunohistochemistry using 4% (vol./vol.) formaldehyde and embedded in paraffin. The remaining tissue was snap frozen in liquid nitrogen for RNA extraction.

### Glucose tolerance test

After 11 h of fasting, mice were subjected to a GTT, receiving an intraperitoneal injection of glucose solution (2 g glucose/kg body weight). After 15, 30, 60 and 120 min, blood was collected from the tail and glucose was measured using Accu-Chek glucose readers (Roche, Mannheim, Germany). The investigator was blinded to the genotype.

### Isolation and culture of white adipose tissue explants

Mouse epididymal adipose tissue from 12-week-old C57BL/6 mice was freshly isolated and 0.2 g tissue was directly brought into culture in 1 ml isotonic 10 mmol/l HEPES buffer. Samples were incubated for 16 h under normoxic (20% O_2_) or hypoxic (1% O_2_) conditions in the presence of various glucose concentrations. See ESM for culture of obese vs lean white adipose tissue explants.

### Macrophage and adipose tissue co-culture

Bone marrow-derived macrophages (BMDMs) were obtained from C57Bl/6 mice, differentiated and exposed to a transwell chamber (0.4 μm, Corning, Corning, NY, USA) containing adipose tissue explants. See ESM for further details.

### Morphologic analysis of adipose tissue and quantification of macrophage number

H&E staining of sections followed standard protocols. Morphometric analysis of individual fat cells was done using digital image analysis software, as described previously [16]. To quantify macrophage numbers, sections were immunohistochemically stained for F4/80, as described previously [14]. See ESM for further details.

### Succinate measurements

Succinate concentration in plasma was measured with a modified protocol for the Succinic Acid Kit (Megazyme, Bray, Ireland). See ESM for further details.

### ^1^H NMR spectroscopy

One-dimensional ^1^H NMR spectroscopy was performed to investigate the concentration of succinate in the medium from the samples. See ESM for further details.

### Plasma metabolites

Plasma metabolites were measured in a fasted state. Cholesterol, triacylglycerols, glucose (Liquicolor, Human, Wiesbaden, Germany) and NEFA (NEFA-C, Wako Chemicals, Neuss, Germany) were measured enzymatically. Plasma insulin (ultrasensitive mouse insulin ELISA kit, Crystal Chem, Downers Grove, IL, USA) and leptin (R&D Systems, Minneapolis, MN, USA) were measured by ELISA according to the manufacturer’s instructions.

### Liver lipids

Hepatic triacylglycerol concentrations were measured in 10% (wt./vol.) liver homogenates using a commercial kit from Liquicolor (Human) and expressed per mg protein as determined by bicinchoninic acid (BCA) protein assay (Thermo Fisher Scientific, Rockford, IL, USA). For histological examination, H&E staining of liver sections, 5 μm thickness, followed standard protocols.

### In vitro cytokine production

Cytokine secretion was determined in peritoneal cells and BMDMs from *Sucnr1* ^*−*/*−*^ and WT mice. See ESM for further details.

### Transwell chemotaxis assay

BMDMs were obtained from 3–4-month-old mice and differentiated for 7 days in DMEM with 10% (vol./vol.) serum, supplemented with 30% (vol./vol.) L929-conditioned medium. BMDM migration assays were performed using 8.0 μm pore size 24 well Transwell chambers (BD Biosciences, Bedford, MA, USA); see ESM for further details.

### RNA isolation and RT-qPCR analysis

RNA isolation and real-time RT-qPCR was used to determine the relative expression levels of mRNAs. See ESM for further details and ESM Table 2 for primer sequences.

### Microarray analysis and biological interpretation of array data

Epididymal adipose tissue samples from LFD WT and *Sucnr1* ^−/−^ animals (*n* = 4 per genotype) were subjected to genome-wide expression profiling using Affymetrix Mouse Gene 1.1 ST arrays (Affymetrix, Santa Clara, CA, USA). Details on RNA isolation, integrity controls, hybridisation and statistical analysis, as well as biological interpretation of array data, can be found in the ESM. Array data have been submitted to the Gene Expression Omnibus under accession number GSE64104. Expression patterns of SUCNR1 in murine and human macrophages were extracted from publicly available microarray datasets (GSE69607 and GSE5099, respectively).

### Statistical analysis

All values are expressed as mean ± SEM. Data were only excluded in the case of technical failure assessed by positive and negative control values. Statistical comparisons between two groups were calculated using a Student’s *t* test. Differences between four groups were tested with ANOVA, followed by post hoc Bonferroni correction. A value of *p* < 0.05 was regarded as statistically significant.

## Results

### Hypoxia and hyperglycaemia induce succinate release from adipose tissue

Obese insulin-resistant adipose tissue is characterised by a hyperglycaemic and hypoxic environment [17, 18]. To evaluate whether these conditions influence succinate secretion, adipose tissue explants were incubated in medium with increasing glucose concentrations under both normoxic and hypoxic conditions (1% oxygen tension). Under normoxic conditions, increasing glucose concentrations induced a dose-dependent increase in succinate release (up to 18-fold) (Fig. 1a). Hypoxia markedly increased succinate release from adipose tissue (17-fold) compared with normoxia, but independently of glucose concentration (Fig. 1a). No significant differences were found in succinate release between lean and obese adipose tissue ex vivo (ESM Fig. 2a). In line with this, participants with diabetes and hyperglycaemia (Fig. 1b) had a 53% increase in circulating succinate level compared with normoglycaemic individuals (Fig. 1c). No significant correlations were found, however, between plasma succinate levels and plasma glucose levels or other patient characteristics (ESM Table 3).

**Fig. 1:**
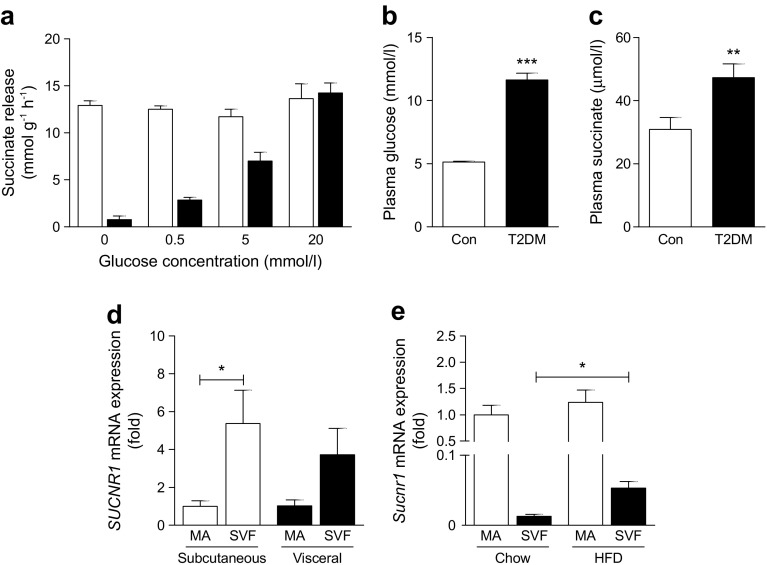
Succinate is released from adipose tissue during hypoxia and hyperglycaemia. (**a**) Succinate release from mouse adipose tissue explants incubated under hypoxic (white bars) or normoxic (black bars) conditions in medium with increasing glucose concentration. (**b**) Plasma glucose levels and (**c**) plasma succinate levels in control participants (*n* = 76) and type 2 diabetes patients (*n* = 58). (**d**) *SUCNR1* mRNA levels in MA and SVFs of human subcutaneous and visceral adipose tissue (*n* = 7). Data are fold change compared with MA subcutaneous. (**e**) *Sucnr1* mRNA levels in MA and SVF of epididymal adipose tissue from mice fed chow or HFD (*n* = 4). Data are fold change compared with MA from chow-fed mice. Con, control; T2DM, type 2 diabetes. ^*^ *p* < 0.05, ^**^ *p* < 0.01 and ^***^ *p* < 0.001 vs control or as indicated

We subsequently set out to evaluate the significance of SUCNR1 in adipose tissue. Human adipose tissue had higher *SUCNR1* mRNA expression in the SVF compared with MA (Fig. 1d). In contrast, murine adipose tissue revealed higher *Sucnr1* mRNA in MA vs the SVF (Fig. 1e). Interestingly, however, feeding mice an HFD rather than regular chow increased expression of *Sucnr1* in the SVF (Fig. 1e), pointing towards a role of SUCNR1 in immune cell function in enlarged adipose tissue. Obese adipose tissue is characterised by an increased M1/M2 macrophage ratio [19]. To evaluate the expression of SUCNR1 in M1 and M2 macrophages, publicly available datasets of murine (GSE69607) [20] and human (GSE 5099) [21] macrophages were analysed. Murine *Sucnr1* expression is similar in bone-marrow-derived (LPS-stimulated) M1 and (IL-4 stimulated) M2 macrophages compared with (medium control) M0 macrophages (ESM Fig. 2b). In human cells, *SUCNR1* expression was increased in M2 compared with M1 macrophages (ESM Fig. 2c) and was enhanced after differentiation from monocytes to macrophages (ESM Fig. 2d). This reveals differences in SUCNR1 expression patterns between mouse and human macrophages. Interestingly, co-culture of murine BMDMs with adipose tissue explants increased expression of *Sucnr1* in the macrophages (ESM Fig. 2e), showing that the presence of adipose tissue rather than the macrophage M1/M2 phenotype determines SUCNR1 expression. There was no difference in *Sucnr1* expression between macrophages exposed to explants from lean vs obese mice (ESM Fig. 2e).

### Absence of SUCNR1 affects inflammatory processes in adipose tissue

Succinate appears to activate inflammatory pathways at least partly via SUCNR1 [4, 22]. Interestingly, microarray data of adipose tissue of LFD-fed *Sucnr1* ^*−*/*−*^ and WT mice revealed that absence of SUCNR1 reduces the inflammatory trait of the adipose tissue (ESM Fig. 3). 

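For the microarray experiment, epididymal white adipose tissue, the visceral fat pad beside the testis, was taken from male LFD-fed mice, 4 WT and 4 *Sucnr1* -/-, with 1 array per mouse. The LFD held 10% of its energy as fat, and the sample labels give 16 weeks of feeding. Starting ages were 8 to 12 weeks in the paper and 8 to 10 weeks in the labels. The Affymetrix arrays measure whole transcripts with several probes per gene, summarised as probe sets. The deposited values are log2 expression made by the authors with robust multi-array average (RMA), which corrects background, brings the arrays to a common distribution and summarises probes. Its version is not given in the sources used here, and neither is a hybridisation or scan date, so no batch could be examined. Array medians lay between 6.28 and 6.36, and the correlation between 2 arrays over all 35556 probe sets lay between 0.981 and 0.993. Exactly 1 gene symbol was attached to 21218 probe sets, several to 1881, and 12457 were unnamed in the annotation used. Genes were named from the first of these groups, with the brightest probe set standing for a gene, which left 18820 genes. WT and *Sucnr1* -/- mice were compared gene by gene with limma, with Benjamini-Hochberg adjustment over all genes. Gene lists were compared with all other genes by camera with its preset inter-gene correlation of 0.01, adjusted over 49 lists, and again with the correlation estimated from the data. The lists, written by hand from textbook knowledge, the rule for named genes and the alternatives, apart from those named as later, were fixed before the data were examined. Of the lists 19 follow clusters of Fig. 2, 11 cover other processes of adipose tissue and 19 hold cell type markers. The paper found the clusters of Fig. 2 on these same arrays, so the direction of those 19 lists is not independent evidence. For the statistics of the arrays the paper refers to its ESM, which was not used here. The number of arrays limits the precision, and the values hold no separate background signal that would tell whether a dim gene was detected.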

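*Sucnr1* itself was lower in each of the 4 *Sucnr1* -/- mice (log2 5.41 to 7.11) than in each of the 4 WT mice (8.68 to 9.78). Its mean was 9.20 ± 0.48 (SD, n = 4) in WT and 6.15 ± 0.71 (SD, n = 4) in *Sucnr1* -/- mice, a log2 fold change of −3.05 (SE 0.36). The exact two-sided permutation test gave p = 0.0286, the smallest that 4 mice against 4 allow, and limma over all genes an adjusted p of 0.321. The probe set may hold probes outside the exchanged part of the gene. Of 39 measured genes for inflammatory cytokines and the inflammasome, a Fig. 2 theme and so not independent evidence, 35 had a lower mean in *Sucnr1* -/- mice and 4 a higher one. *Pycard*, the adaptor of the inflammasome, was at 7.76 ± 0.30 (SD, n = 4) in WT and 7.30 ± 0.18 (SD, n = 4) in *Sucnr1* -/- mice. *Casp1*, the protease that matures IL-1β, differed by −0.45 (SE 0.18) and *Aim2*, a sensor of cytosolic DNA, by −0.38 (SE 0.17). For *Il6* the log2 difference was −1.23 (SE 1.01), for *Ccl2* −0.98 (SE 0.96), for *Tnf* −0.33 (SE 0.47) and for *Il1b* −0.30 (SE 1.04), with standard errors near or above the differences. Without WT replicate 1 the sign turned for *Tnf* and *Il1b*, with higher means in *Sucnr1* -/- mice. The differences of *Il6* and *Ccl2* were enlarged by the same mouse. It lay at 8.44 for *Il6* (4.21 to 7.56 in the other WT mice) and at 12.61 for *Ccl2* (8.76 to 11.67). No gene of the list passed limma at an adjusted p under 0.05, over all genes or adjusted over the list alone, and 2 were lower at an unadjusted p under 0.05. As a list these genes were lower by a mean log2 of −0.33 (camera, adjusted p = 4.06e-06; adjusted p = 0.480 with an estimated correlation). The mean of these cytokine and inflammasome genes was −0.13 without WT replicate 1 and −0.54 without knockout replicate 1, which were the mice with the highest immediate early gene scores (0.54 and 0.35, against −0.57 to −0.09 in the others). Macrophage markers were lower in the same mice (21 of 23, mean −0.33). Over all 18820 genes none passed limma at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1284 genes, 652 higher and 632 lower in *Sucnr1* -/- mice, where chance gives 941. The split was 1352 higher and 330 lower with each array centred on its median, and 838 and 465 after quantile normalization. It tilted the other way with the replicate number as a block (809 higher, 1096 lower). The same held with the 40% of genes of lowest mean left out (369 higher, 535 lower). The test that the paper's statistics section names for comparisons of 2 groups gave 1247 genes unadjusted and 0 after adjustment.

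**Figure D1:**
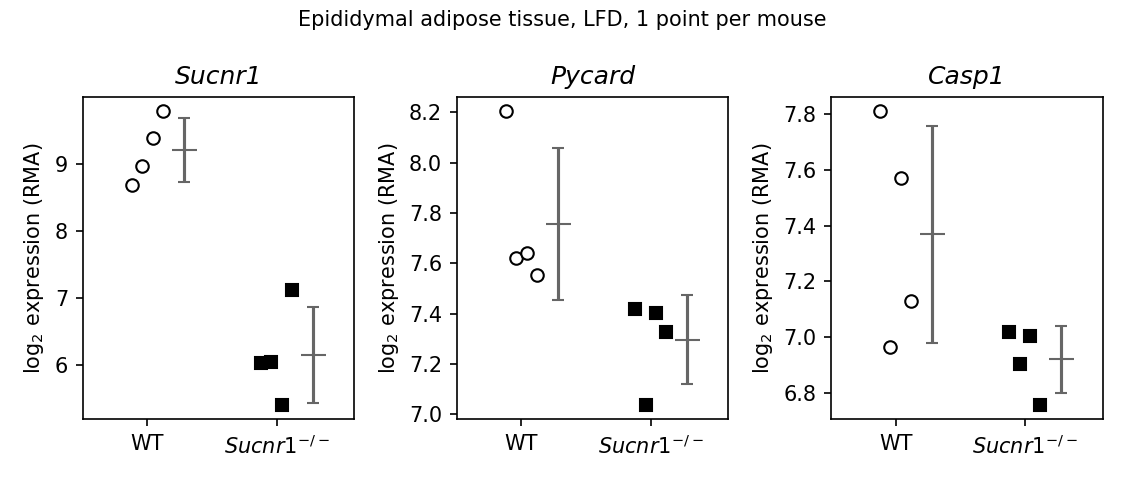
Log2 expression (RMA, vertical axis) of *Sucnr1*, *Pycard* and *Casp1* in epididymal adipose tissue of LFD-fed mice, 1 point per mouse, WT as open circles and *Sucnr1* -/- as filled squares, with the mean and SD beside them. The *Sucnr1* -/- mice lie below all WT mice for *Sucnr1* and *Pycard*, whereas the groups overlap for *Casp1*.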

Pathways assigned to the innate immune system, cell migration and pathogen response are downregulated in adipose tissue of *Sucnr1* ^*−*/*−*^ mice (Fig. 2). These data suggest that the succinate signalling pathway may affect inflammatory processes in adipose tissue.

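Genes of leucocyte adhesion, migration, pathogen sensing and phagocyte function had lower means in *Sucnr1* -/- mice in most cases, by less than a log2 unit for nearly all genes named here. Of 34 measured adhesion and integrin genes 30 were lower, among them *Itgb2*, the shared β chain of the leucocyte integrins, at −0.64 (SE 0.18), and *Fermt3*, which activates integrins, at −0.42 (SE 0.13). Of 41 chemokines and chemotaxis receptors 36 were lower, with *C3ar1*, the receptor for complement C3a, at −0.45 (SE 0.14) and the chemokine *Ccl22* at −0.80 (SE 0.32). Of 33 genes on the list named for phagocyte oxidase and Fc receptors 31 were lower. That list also holds other phagocyte genes, such as *Clec12a* at −0.65 (SE 0.22). Of 23 complement and opsonin genes 22 were lower, such as *C6* at −0.28 (SE 0.10). Of 33 genes of Toll-like receptor signalling 26 were lower, such as *Cd180* at −0.67 (SE 0.26) and *Tlr8* at −0.50 (SE 0.21). Of 33 genes of RIG-I-like receptor signalling 24 were lower, such as *Ikbke* at −0.35 (SE 0.14). Of 44 interferon-stimulated genes 41 were lower, with *Mx1*, an antiviral GTPase, at −1.15 (SE 0.48) and *Oas1a* at −0.84 (SE 0.33). Both differences were enlarged by WT replicate 1. It lay at 8.475 for *Mx1* (6.11 to 6.63 in the other WT mice) and at 8.44 for *Oas1a* (6.97 to 7.12). No member of these 7 lists passed limma at an adjusted p under 0.05, over all genes or adjusted over the list alone. Unadjusted, between 3 and 8 genes of each list were lower and none was higher. In the same mice macrophage markers were lower (21 of 23, mean −0.33). The lists follow Fig. 2 and are not independent evidence. Camera called all 7 lower. The adjusted p was 2.7e-08 for adhesion (adjusted p = 0.258 with an estimated correlation) and 1.7e-05 for chemotaxis (adjusted p = 0.486 with an estimated correlation). For phagocyte oxidase and Fc receptors it was 6.44e-12 (adjusted p = 0.480 with an estimated correlation), and for complement 5.33e-08 (adjusted p = 0.0776 with an estimated correlation). Toll-like receptor signalling had an adjusted p of 1.87e-05 (adjusted p = 0.480 with an estimated correlation). RIG-I-like receptor signalling had 0.000273 (adjusted p = 0.480 with an estimated correlation). Interferon-stimulated genes had 3.17e-10 (adjusted p = 0.486 with an estimated correlation). On the mean of a list per mouse, the *Sucnr1* -/- mice lay below all WT mice for complement alone among these lists (−0.30 ± 0.12, SD, n = 4, against a WT SD of 0.09, exact permutation p = 0.0286, unadjusted). WT replicate 1 had the highest mean of all 8 mice for each of the 7 lists. Without it the mean difference went from −0.36 to −0.10 for chemotaxis and from −0.44 to −0.17 for interferon-stimulated genes. It went from −0.38 to −0.24 for phagocyte oxidase, and from −0.20 to −0.11 for Toll-like receptor signalling. For RIG-I-like receptor signalling it went from −0.16 to −0.07, and all these lists were still called. Leaving out knockout replicate 1 moved chemotaxis to −0.61. Leaving out knockout replicate 4 moved chemotaxis to −0.19 and RIG-I-like receptor signalling to −0.10. The chemotaxis means were highest in the mice with the highest immediate early gene scores, WT replicate 1 (0.78) and knockout replicate 1 (0.40), against −0.88 to −0.15 in the others. With that score as a covariate, chosen after seeing the data, the chemotaxis call ended (mean −0.02, adjusted p = 0.273). From the lower innate immune, migration and pathogen pathways the paper proposes that succinate signalling may affect inflammatory processes in adipose tissue.

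**Figure D2:**
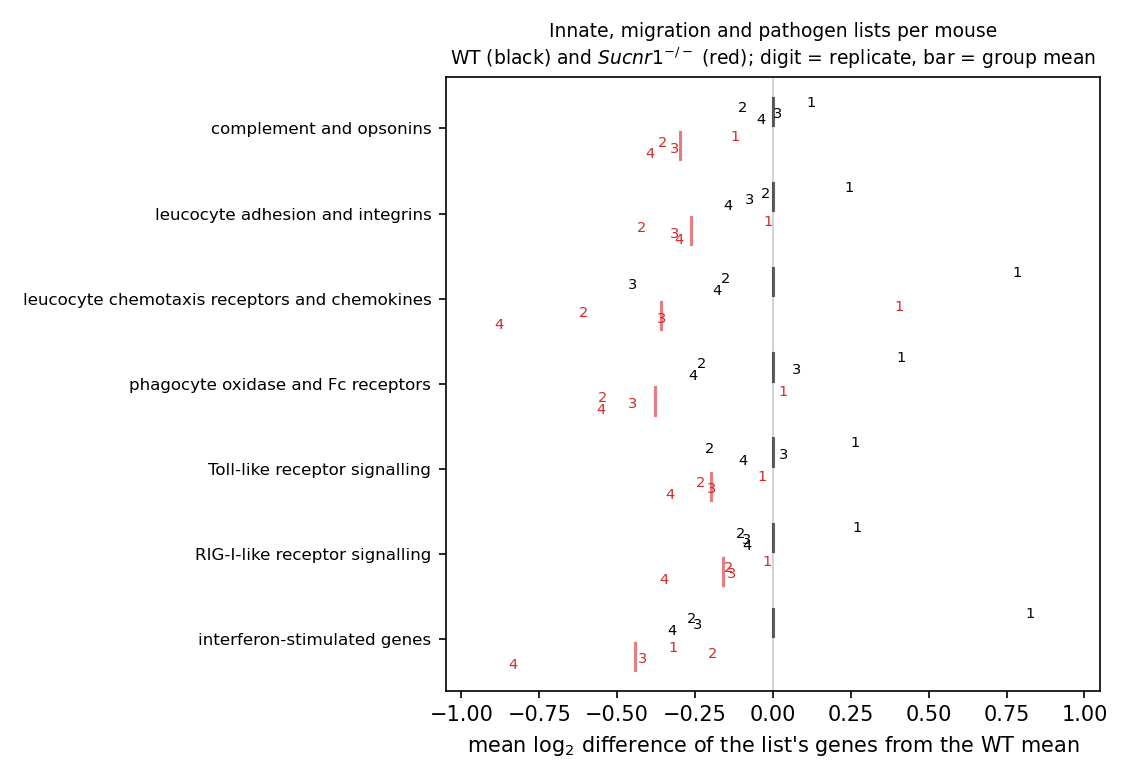
Mean log2 difference of each list's genes from the WT mean (horizontal axis) for 7 lists of innate immunity, cell migration and pathogen response (rows). Black digits are WT mice and red digits *Sucnr1* -/- mice, the digit being the replicate, and the bars are group means. WT mouse 1 lies farthest to the right in every row.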

**Fig. 2:**
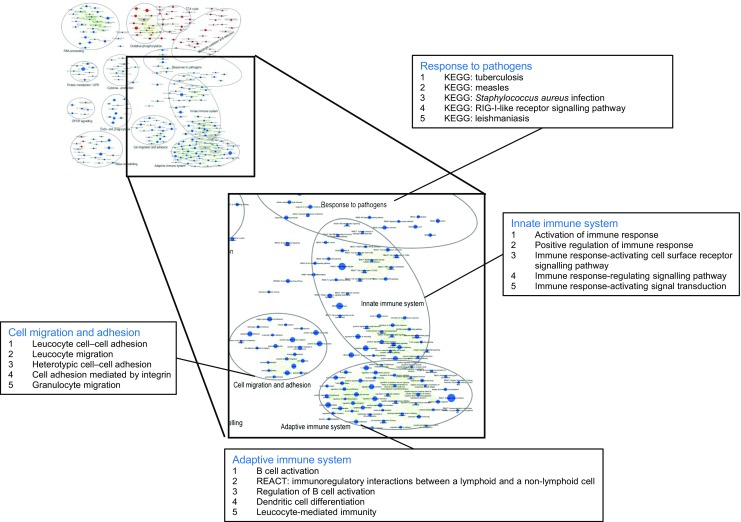
Absence of SUCNR1 reduces inflammatory pathways within adipose tissue. Enrichment map zooming in on four differentially regulated pathways in adipose tissue from *Sucnr1* ^−/−^ vs WT mice. A larger version of the enrichment map is shown in ESM Fig. 3. Gene set enrichment analysis was performed to identify functional gene sets (i.e. metabolic pathways or signalling transduction routes) that were changed in *Sucnr1* ^−/−^ mice (*p* < 0.001, false discovery rate [FDR] < 0.25). Nodes represent gene sets. A red node indicates induction of a gene set in *Sucnr1* ^−/−^ compared with WT, whereas a blue node indicates suppression of a gene set. Node size represents the gene set size. Gene sets were grouped by cluster analysis, applying the Markov cluster algorithm. For four specific clusters related to inflammation, the five most significant gene sets are shown. KEGG, Kyoto Encyclopedia of Genes and Genomes (www.genome.jp/kegg/); REACT, Reactome (www.reactome.org/); RIG-I, retinoic acid-inducible gene I

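Genes of B and T lymphocytes and of antigen presentation also had lower means in *Sucnr1* -/- mice. All 33 measured genes of B cell activation were lower, among them the inhibitory receptors *Cd22* at a log2 difference of −0.82 (SE 0.31) and *Cd72* at −0.70 (SE 0.23), and the signalling adaptor *Pik3ap1* at −0.56 (SE 0.22). Of 30 genes of T cell activation 29 were lower, such as *Il7r*, the receptor for interleukin 7, at −0.69 (SE 0.24) and *Rasgrp1* at −0.65 (SE 0.30). Of 18 genes of MHC class II presentation 17 were lower, including *H2-DMa*, which helps load peptides, at −0.38 (SE 0.12) and the proteases *Ctss* at −0.58 (SE 0.21) and *Ctsh* at −0.27 (SE 0.09). Of 18 genes of MHC class I presentation 16 were lower, with *H2-K1* at −0.21 (SE 0.08) and the chaperone *Calr* at −0.21 (SE 0.08). None of these genes passed limma at an adjusted p under 0.05, over all genes or adjusted over the list alone. Lower at an unadjusted p under 0.05 were 7 of the B cell, 1 of the T cell, 5 of the class II and 2 of the class I genes. Markers of B cells (mean −0.55), T cells (−0.31), dendritic cells (−0.18) and macrophages (−0.33) were lower in the same mice. Camera called the 4 lists lower, which follow the adaptive cluster of the enrichment map and are not independent evidence. For B cell activation the adjusted p was 4.59e-10 (adjusted p = 0.480 with an estimated correlation) and for T cell activation 1.13e-06 (adjusted p = 0.489 with an estimated correlation). Class II presentation had an adjusted p of 3.92e-05 (adjusted p = 0.480 with an estimated correlation) and class I presentation 0.000664 (adjusted p = 0.480 with an estimated correlation). Without WT replicate 1, which had the highest mean of all mice for each list, the mean log2 difference went from −0.52 to −0.20 for B cell activation, from −0.32 to −0.21 for T cell activation, from −0.22 to −0.12 for class II and from −0.12 to −0.08 for class I, all still called.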

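Genes of oxidative phosphorylation and the TCA cycle had slightly higher means in *Sucnr1* -/- mice, while genes of protein folding, phagocytosis and RNA processing had lower ones. Of 70 measured genes of oxidative phosphorylation 63 were higher, among them *Ndufb7*, a complex I subunit, at a log2 difference of 0.26 (SE 0.06) and *Uqcr11*, a complex III subunit, at 0.24 (SE 0.06). *Sdhb*, a subunit of the succinate dehydrogenase that oxidises succinate, was at 11.14 ± 0.08 (SD, n = 4) in WT and 11.36 ± 0.04 (SD, n = 4) in *Sucnr1* -/- mice, a log2 difference of 0.22 (SE 0.06). Of 28 TCA cycle genes 25 were higher, such as *Dld* at 0.24 (SE 0.09) and *Aco1* at 0.35 (SE 0.13). Of 27 genes of fatty acid oxidation 17 were higher and 10 lower, with *Acaa2* at 0.21 (SE 0.11) and *Ehhadh* at −0.29 (SE 0.14). Of 32 genes of the unfolded protein response 25 were lower, including *Derl3*, a factor of protein degradation at the endoplasmic reticulum, at −0.57 (SE 0.16), the chaperone *Hyou1* at −0.36 (SE 0.14) and the sensor *Atf6* at −0.22 (SE 0.07). Of 40 genes of phagocytosis and endocytosis 31 were lower and 9 higher, with the scavenger receptor *Marco* at −0.18 (SE 0.06) and *Dock2*, which drives leucocyte movement, at −0.45 (SE 0.16). The gene of smallest unadjusted p in this list, *Mertk*, ran the other way, at 0.44 (SE 0.12). Of 58 genes of RNA processing 45 were lower, with the splicing factor *Prpf8*, of smallest unadjusted p, at −0.13 (SE 0.05). Among 47 genes of the extracellular matrix 28 were lower and 19 higher, with *Col15a1* at 0.38 (SE 0.13) and *Mmp19* at −0.62 (SE 0.26). None of these genes passed limma at an adjusted p under 0.05, over all genes or adjusted over the list alone. In the same mice adipocyte markers were higher (17 of 19, mean 0.10, as for both mitochondrial lists) and macrophage markers lower (21 of 23, mean −0.33). These lists too follow the map and are not independent evidence. Camera called oxidative phosphorylation higher with an adjusted p of 9.87e-09 (adjusted p = 0.486 with an estimated correlation) and the TCA cycle with 4.38e-05 (adjusted p = 0.547 with an estimated correlation). It called the unfolded protein response lower with an adjusted p of 3.2e-05 (adjusted p = 0.480 with an estimated correlation), phagocytosis and endocytosis with 7.05e-05 (adjusted p = 0.0776 with an estimated correlation) and RNA processing with 0.0014 (adjusted p = 0.574 with an estimated correlation). Fatty acid oxidation (adjusted p = 0.227) and extracellular matrix (adjusted p = 0.104) were not called, apart from fatty acid oxidation without WT replicate 3 (mean 0.08, adjusted p = 0.0401; but −0.05 and adjusted p = 0.0797 without WT replicate 1, and lower with the immediate early covariate, adjusted p = 0.81, neither called) and the extracellular matrix without WT replicate 3 (−0.15), WT replicate 4 (−0.12) or knockout replicate 4 (−0.12), with median centring or by preranked enrichment, and both at a threshold of 0.25. Without WT replicate 1 the mean of oxidative phosphorylation went from 0.10 to 0.05 and that of the unfolded protein response from −0.13 to −0.08, while the calls ended for the TCA cycle (mean 0.10 to 0.04, adjusted p = 0.0735) and RNA processing (mean −0.07 to −0.01, adjusted p = 0.409). RNA processing also lost its call without knockout replicate 4 (mean −0.03, adjusted p = 0.0866), its mean was −0.12 without WT replicate 3, and its call ended with the immediate early score as a covariate (mean −0.01, adjusted p = 0.566). The TCA cycle call also ended without WT replicate 1 and knockout replicate 1 together (mean 0.05, adjusted p = 0.0607). The extracellular matrix mean went from −0.11 to −0.06 without WT replicate 1.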

### Absence of SUCNR1 does not affect body weight gain on HFD feeding in mice, but reduces adipose tissue macrophage infiltration and improves glucose tolerance

To determine whether succinate signalling via SUCNR1 contributes to obesity-induced abnormalities in adipose tissue, *Sucnr1* ^*−*/*−*^ and WT littermates were subjected to HFD to induce obesity, or to LFD as a control diet. Noticeably, during the development of obesity in WT mice, *Sucnr1* expression levels in adipose tissue did not change (data not shown). WT and *Sucnr1* ^*−*/*−*^ animals had similar body weights after 16 weeks of HFD (Fig. 3a), and an equal increase in plasma leptin levels (Fig. 3b). In addition, no differences in epididymal adipose tissue mass (ESM Fig. 4a) or adipocyte size (Fig. 3c and ESM Fig. 4b) were observed between the genotypes, paralleled by similar plasma NEFA levels (Fig. 3d).

**Fig. 3:**
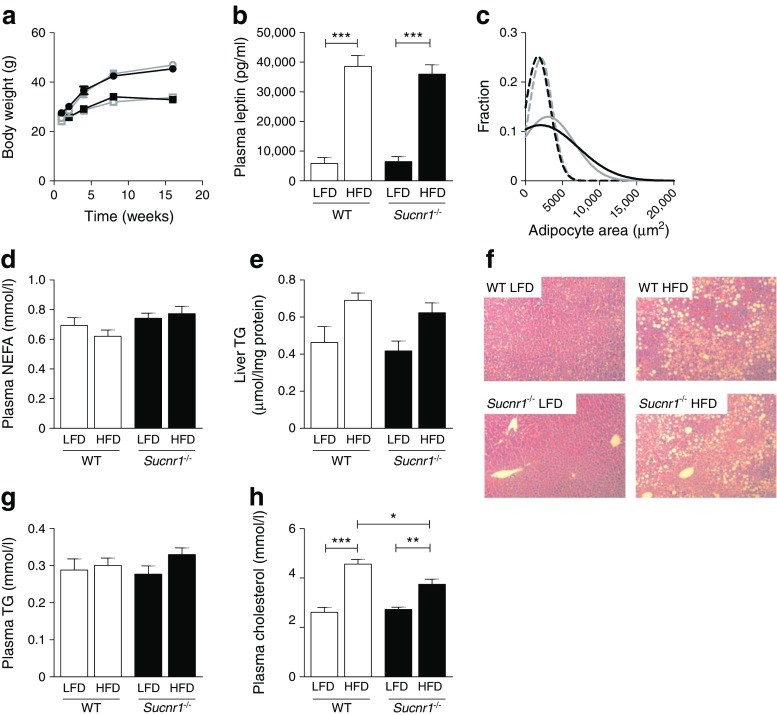
Absence of SUCNR1 does not affect body weight gain on HFD feeding. *Sucnr1* ^−/−^ and WT mice were subjected to LFD or HFD feeding for 16 weeks. (**a**) Body weight development over time. Grey, WT; black, *Sucnr1* ^−/−^; squares, LFD; circles, HFD. (**b**–**h**) Results after 16 weeks of LFD or HFD feeding: (**b**) plasma leptin levels; (**c**) adipocyte size distribution of epididymal adipose tissue; the best Gaussian fit curve is shown for the level of adipocytes (fraction) within each 1000 μm^2^ area segment (grey, WT; black, *Sucnr1* ^−/−^; dashed line, LFD; solid line, HFD); (**d**) plasma NEFA; (**e**) hepatic triacylglycerol content; (**f**) H&E staining of liver sections (magnification ×200); (**g**) plasma triacylglycerol; and (**h**) plasma cholesterol. Data are mean ± SEM from *n* = 7 animals per group. ^*^ *p* < 0.05, ^**^ *p* < 0.01 and ^***^ *p* < 0.001. TG, triacylglycerol

The livers of HFD WT and *Sucnr1* ^*−*/*−*^ animals showed similar levels of steatosis, reflected by hepatic triacylglycerol levels (Fig. 3e) and H&E staining (Fig. 3f). Plasma triacylglycerol levels were similar in WT and *Sucnr1* ^*−*/*−*^ animals (Fig. 3g). Total plasma cholesterol levels increased in response to HFD feeding, but the increase was less in HFD-fed *Sucnr1* ^*−*/*−*^ vs WT animals (Fig. 3h). Analysis of inflammatory pathways in adipose tissue revealed a lower number of F4/80^+^ macrophages in adipose tissue from HFD-fed *Sucnr1* ^*−*/*−*^ mice compared with HFD-fed WT animals (Fig. 4a, b), paralleled by a reduced number of crown-like structures (CLS) (Fig. 4c). RT-qPCR analysis for the macrophage markers *F4/80* (also known as *Adgre1*) (Fig. 4d) and *Cd68* (Fig. 4e) confirmed these results. This statistically significant reduction in macrophage numbers was apparent after 16 weeks of an HFD, but not by 8 weeks (ESM Fig. 5a, b).

**Fig. 4:**
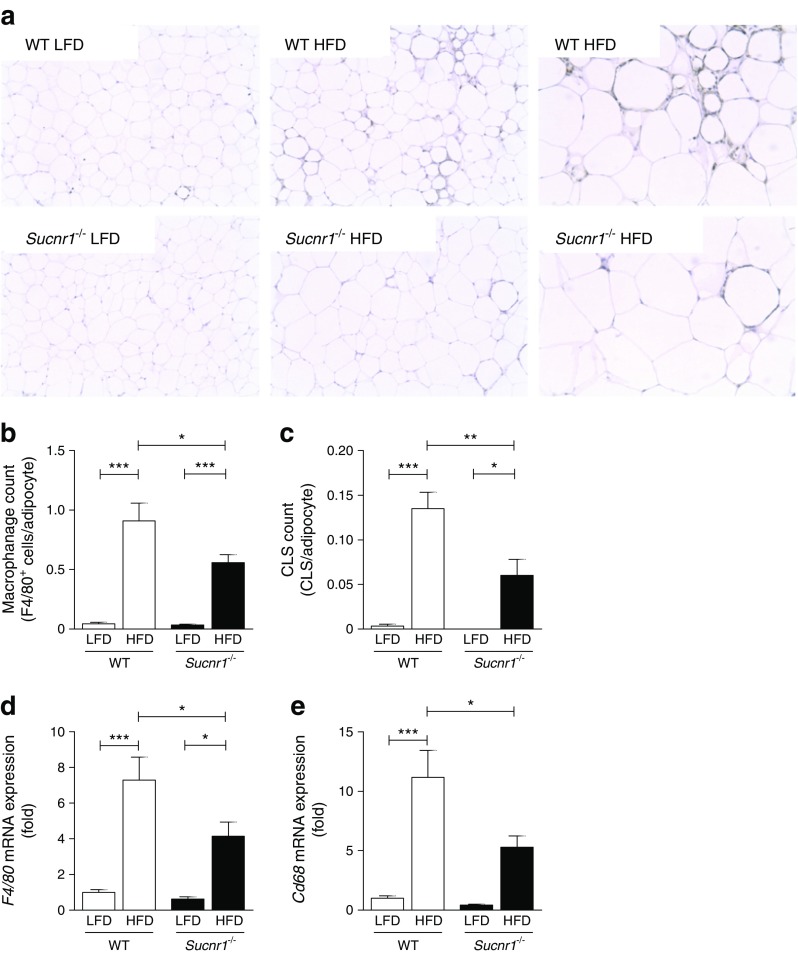
In mice, absence of SUCNR1 reduces infiltration of macrophages into white adipose tissue in obesity. (**a**) Macrophage influx into adipose tissue as determined by immunohistochemistry, with F4/80 staining (×100 and ×200 magnification). Quantification of (**b**) macrophages and (**c**) mean CLS, expressed as number per adipocyte. Relative mRNA levels of (**d**) *F4/80* and (**e**) *Cd68* in epididymal white adipose tissue of *Sucnr1* ^−/−^ and WT mice after LFD or HFD feeding for 16 weeks. mRNA levels are expressed as fold change compared with WT mice fed an LFD. Data are mean ± SEM from *n* = 6–7 animals per group. ^*^ *p* < 0.05, ^**^ *p* < 0.01 and ^***^ *p* < 0.001

We assayed glucose metabolism after 2, 8 and 16 weeks of HFD feeding (Fig. 5). Plasma glucose and insulin levels were increased after 16 weeks of HFD compared with LFD feeding, but did not differ between genotypes (Fig. 5a, b).

**Fig. 5:**
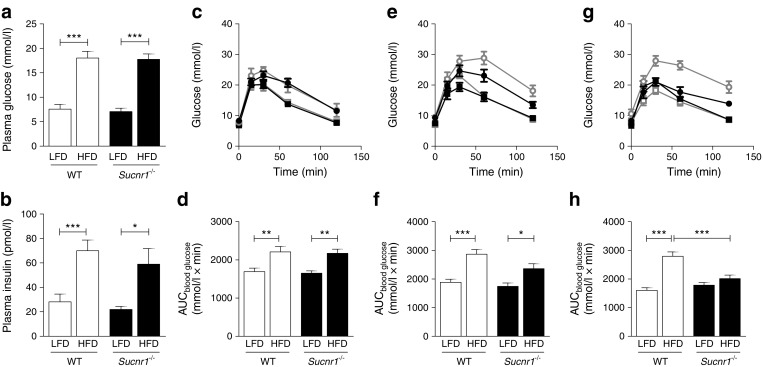
Absence of SUCNR1 improves glucose tolerance on HFD feeding. *Sucnr1* ^−/−^ and WT mice were subjected to LFD or HFD feeding for 16 weeks (*n* = 7). (**a**) Plasma glucose and (**b**) insulin levels, 4 h fasted after 16 weeks of HFD feeding. Blood glucose levels and AUC during GTTs, overnight fasted after 2 weeks (**c**, **d**), 8 weeks (**e**, **f**) and 16 weeks (**g**, **h**) of LFD or HFD feeding. White/grey, WT; black, *Sucnr1* ^−/−^; squares, LFD; circles, HFD. ^*^ *p* < 0.05, ^**^ *p* < 0.01 and ^***^ *p* < 0.001

Glucose tolerance was similar in WT and *Sucnr1* ^*−*/*−*^ mice after 2 weeks of HFD feeding (Fig. 5c, d). After 8 weeks of HFD feeding, glucose intolerance developed in HFD-fed WT animals, while *Sucnr1* ^−/−^ mice tended to remain glucose tolerant (Fig. 5e, f). This difference was more pronounced and highly significant after 16 weeks of HFD feeding (Fig. 5g, h). We conclude that the absence of SUCNR1 protects against the development of obesity-induced adipose tissue inflammation and glucose intolerance.

### Absence of SUCNR1 does not affect macrophage cytokine production, but reduces chemotaxis towards apoptotic and hypoxic adipocytes

To determine whether SUCNR1 has any direct effect on the production of cytokines, peritoneal macrophages from WT and *Sucnr1* ^*−*/*−*^ animals were stimulated with inflammatory LPS. Absence of SUCNR1 did not affect intracellular IL-1β levels or secretion of TNF-α or IL-6 (ESM Fig. 6a–c). In BMDMs, succinate itself did not affect secretion of the chemokine (C-X-C motif) ligand 1 (KC or CXCL1), either in the absence or presence of LPS (ESM Fig. 6d). Moreover, absence of SUCNR1 did not alter secretion of KC in response to LPS or succinate, suggesting no direct role of this pathway in the cytokine or chemokine secretion potential of macrophages. In accordance, absence of SUCNR1 did not affect the expression of the chemokine *Mcp1*, nor the (anti)-inflammatory phenotype of macrophages in adipose tissue after 16 weeks of HFD feeding, illustrated by unchanged expression of *Casp1*, *TNFα* (also known as *Tnf*), *Cd86*, *Cd80*, *iNos* (also known as *Nos2*), *Mrc1* and *IL-1ra* (also known as *Il1rn*) (ESM Fig. 7a–h).

The absence of SUCNR1 reduced the number of macrophages in obese adipose tissue. Hypoxia/hyperglycaemia induced the release of succinate by adipose tissue. As succinate may serve as a chemoattractant, we investigated its role and that of its receptor in the chemotactic response of macrophages (Fig. 6). Macrophages of both genotypes showed highly induced migration towards the positive control (zymosan-activated serum [ZAS]), with *Sucnr1* ^−/−^ macrophages showing the highest number of migrated macrophages/field. Of note, no migration towards succinate alone was observed. In contrast, using medium derived from apoptotic and hypoxic 3T3 adipocytes as chemotactic factor, macrophages lacking SUCNR1 showed reduced migration potential. The succinate concentration in medium from apoptotic and hypoxic 3T3 adipocytes was 14% and 33% higher, respectively, than in medium from control cells (ESM Fig. 8).

**Fig. 6:**
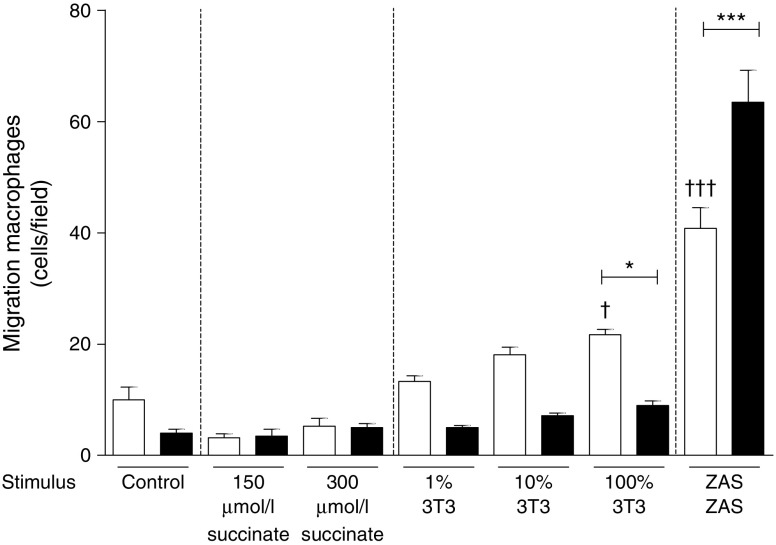
Absence of SUCNR1 improves glucose tolerance on HFD feeding. Migration of BMDMs from *Sucnr1* ^−/−^ (black bars) and WT (white bars) mice towards succinate, medium derived from apoptotic and hypoxic 3T3-L1 adipocytes (3T3) and ZAS. Data are mean ± SEM; *n* = 4–6. ^*^ *p* < 0.05 and ^***^ *p* < 0.001 compared with WT. ^†^ *p* < 0.05 and ^†††^ *p* < 0.001 compared with WT control

We evaluated whether the absence of SUCNR1 affects expression of receptors involved in chemotaxis in BMDMs and adipose tissue derived from *Sucnr1* ^−/−^ and WT mice (ESM Fig. 9). We did not detect major differences in the expression of *Ccr5*, *Cxcr4* or *Cd74* in BMDMs, but *Ccr1* expression was reduced in *Sucnr1* ^−/−^ cells. In contrast, in adipose tissue, expression of *Ccr1* was not different, while *Cxcr4* and *Cd74* were upregulated on HFD feeding in WT mice, but not in *Sucnr1* ^−/−^ mice; *Ccr5* expression was increased in *Sucnr1* ^−/−^ compared with WT controls fed an LFD.

## Discussion

Our results demonstrate that succinate release from adipose tissue is induced under metabolically disturbed conditions, including hyperglycaemia and hypoxia. Moreover, we find that the succinate signalling pathway is involved in the migration of macrophages towards adipose tissue, a crucial step in the development of obesity-induced adipose tissue inflammation leading to systemic glucose intolerance.

### Increased succinate release by adipose tissue in response to hypoxia and hyperglycaemia

Excessive release of succinate from adipose tissue was induced by hypoxia or hyperglycaemia. Surprisingly, ex vivo release of succinate from obese adipose tissue was not greater than that from lean adipose tissue. Possibly, succinate release from adipose tissue is acutely induced by stress factors such as hypoxia and hyperglycaemia, which may similarly occur (locally) in obese adipose tissue in vivo. However, we envisage that ex vivo culturing of obese and lean adipose tissue in stable circumstances diminishes differences that may occur in vivo.

Circulating succinate levels were elevated in patients with type 2 diabetes, suggesting that plasma succinate levels may be sustained in chronic stress conditions such as obesity. Our findings are confirmed by recent findings of elevated succinate levels in plasma and adipose tissue from obese diabetic mouse models [8] [23]. In contrast to our data, a previous study did not find any increase in serum succinate in individuals with type 2 diabetes [8]. This discrepancy could possibly be explained by differences in individual characteristics. Participants with type 2 diabetes in our study were selected based on failure of glycaemic control, and had relatively high fasting plasma glucose levels. However, there was no significant correlation of plasma succinate with fasting plasma glucose levels, BMI or plasma lipids. Possibly, our human cohort lacks sufficient power to link plasma glucose levels with succinate levels directly because of the relatively high variation in both variables. Alternatively, our ex vivo data suggest that adipose tissue contributes to the release of succinate under hyperglycaemic conditions. In plasma, however, succinate occurs as the result of secretion by other metabolically active organs, such as liver and kidney, which may override release of succinate by adipose.

Additionally, the intestinal microbiomal *Bacteroides* spp., abundantly present in obese animals, are major producers of succinate and may contribute to circulating succinate levels [24]. Besides metabolic sources, the increased level of inflammation in obesity may further contribute, as inflammatory stimuli have been shown to enhance intracellular succinate levels within macrophages in vitro [4].

### SUCNR1 activation mediates adipose tissue macrophage infiltration and glucose intolerance in obesity

SUCNR1 only needs a twofold increase in plasma or urinary succinate concentrations for a half-maximal response [6, 9]. The effects of SUCNR1 signalling in adipose tissue were largely unknown, yet our results suggest a prominent role for SUCNR1 in the migration of macrophages towards obese adipose tissue. High levels of SUCNR1 expression by dendritic cells and macrophages have been reported previously [22] and likely contribute to the SUCNR1 expression observed within the SVF of adipose tissue. In mice, SUCNR1 expression within the SVF appeared low compared with adipocytes. SUCNR1 may nevertheless have an important signalling function, especially during obesity-induced macrophage infiltration in adipose tissue; this is supported by our in vitro data showing enhanced SUCNR1 expression in murine macrophages exposed to adipose tissue explants. Remarkably, explants from obese mice did not increase SUCNR1 expression more than explants from lean mice, while HFD feeding enhanced SUCNR1 expression within the SVF of adipose tissue. Apparently, factors secreted by adipose tissue induce expression of *Sucnr1* in macrophages in vitro, while in vivo other factors in adipose tissue in HFD mice further enhance expression of *Sucnr1*. Future research should evaluate whether SUCNR1 expression in the SVF is similarly increased in people with type 2 diabetes compared with controls, especially as our data revealed higher *SUCNR1* mRNA levels in the SVF vs adipocytes in humans.

Succinate has previously been identified as a chemoattractant for dendritic cells, with signalling via the SUCNR1 [22]. Despite substantial SUCNR1 expression on macrophages [22], we were unable to show any chemoattractant potential for succinate alone. In line with this, despite the migration observed with medium from apoptotic/hypoxic cells, the succinate concentration in medium from 3T3 cells was low and the difference in concentration was greater between medium from healthy 3T3 cells and control medium than between medium from stressed vs healthy cells. Importantly, the migration of U937 cells towards succinate previously published [22] was very modest (8% of input cells) at a nearly saturating concentration of succinate (150 μmol/l). We and others found that the E_max_ (concentration of succinate at which all SUCNR1 receptors are bound and activated) is around 200 μmol/l. For dendritic cells, only 10% and 35% of input cells responded to E_max_ (225 μmol/l) and supra E_max_ (450 μmol/l) succinate concentrations, respectively. Moreover, another study showed that around E_50_ succinate concentrations (corresponding to 50% E_max_; ~100 μmol/l) did not affect migration of peritoneal macrophages [25], in line with our observations in BMDMs. Thus, although a macrophage cell line has previously shown migration towards succinate, we and others could not confirm this using primary macrophages. This suggests that other factors secreted by apoptotic/hypoxic adipocytes, known to be present in enlarged adipose tissue in obesity [26, 27], induce macrophage migration and that release of succinate from macrophages and auto/paracrine activation of macrophage SUCNR1 synergises with the initial factor to stimulate macrophage migration towards lipid-rich particles. A similar mechanism has been proposed for microglial cell accumulation in age-related macular degeneration, as SUCNR1-deficient microglial cells show impaired migration towards oxidised LDL (and are unresponsive to succinate) [25]. Alternatively, SUCNR1 activation by succinate may induce cytoskeletal changes and polarisation of immune cells facilitating their migration.

Although *Sucnr1* ^*−*/−^ BMDMs showed reduced expression of chemokine (C-C motif) receptor 1 (CCR1), we propose that the reduced migration of *Sucnr1* ^*−*/−^ BMDMs is most likely not caused by reduced expression of CCR1 alone. Notably, migration per se towards ZAS as chemoattractant was not altered in BMDMs lacking SUCNR1. However, specific migration to conditioned adipocyte medium was affected in the absence of SUCNR1.

SUCNR1 deficiency does not affect pro- and anti-inflammatory markers in adipose tissue derived from HFD-fed mice or cytokine production in response to succinate and/or LPS in vitro. In dendritic cells, previous studies showed that succinate acts in synergy with toll-like receptor (TLR) ligands to potentiate the production of proinflammatory cytokines, at least partly via SUCNR1 [22]. Our results suggest that succinate does not have similar effects on (adipose tissue) macrophages. The improvement of the adipose tissue inflammatory trait in the absence of the SUCNR1, as evidenced by our microarray analysis, can therefore most likely be explained by other mechanisms, including a reduction in the absolute number of macrophages.

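Macrophage genes had lower means in epididymal adipose tissue of LFD-fed *Sucnr1* -/- mice. *Adgre1*, which encodes the macrophage antigen F4/80, was at 10.29 ± 0.29 (SD, n = 4) in WT and 9.79 ± 0.15 (SD, n = 4) in *Sucnr1* -/- mice, a log2 difference of −0.50 (SE 0.15). *Cd68*, a lysosomal protein of macrophages, was at 11.69 ± 0.31 (SD, n = 4) and 11.20 ± 0.11 (SD, n = 4), a log2 difference of −0.49 (SE 0.15). For both genes every *Sucnr1* -/- mouse lay below every WT mouse, and limma over all genes gave an adjusted p of 0.712. *Mertk*, a macrophage receptor for apoptotic cells, ran the other way, at 0.44 (SE 0.12). Of 23 macrophage markers 21 were lower and 2 higher, with *Lgals3* at −0.32 (SE 0.11), and camera called the list lower with an adjusted p of 2.87e-07 (adjusted p = 0.309 with an estimated correlation). Of 19 markers of lipid-associated and M1-like macrophages 16 were lower, among them *Gpnmb* at −0.76 (SE 0.23) and the elastase *Mmp12* at −0.64 (SE 0.22). *Dcstamp*, a protein of macrophage fusion, fell by 0.73 (SE 0.12) when adjusted over the list alone (limma, adjusted p = 0.00324), and not over all genes (adjusted p = 0.688). The number passing over the list alone went from 1 to 8 without WT replicate 2, 4 without WT replicate 4, 2 without knockout replicate 4 or with a replicate block, and 0 with the 40% of genes of lowest mean left out, *Dcstamp* among them. The list was called lower with an adjusted p of 1.13e-06 (adjusted p = 0.258 with an estimated correlation). Resident M2-like macrophage markers, with *Mrc1* at −0.42 (SE 0.17), were not called (12 of 18 lower, adjusted p = 0.107), though called lower at a threshold of 0.25, with median centring and without WT replicate 4 (mean −0.15), knockout replicate 3 (−0.14) or knockout replicate 4 (−0.11). Those of monocytes and neutrophils were not called (9 of 17 lower, mean −0.11, adjusted p = 0.476). Without WT replicate 1 their mean turned to 0.14. They were called lower only without knockout replicate 1 (mean −0.50), alone or together with WT replicate 1, and higher with the immediate early covariate. Markers of other leucocytes were lower as well: 15 of 16 B cell markers (*Bank1* −0.89, SE 0.36; adjusted p = 0.000134; adjusted p = 0.486 with an estimated correlation), and all 11 T cell markers (*Themis* −0.43, SE 0.26; adjusted p = 0.00621; adjusted p = 0.565 with an estimated correlation). So were 12 of 16 markers of NK and innate lymphoid cells (*Prf1* −0.30, SE 0.12; adjusted p = 0.0145; adjusted p = 0.547 with an estimated correlation) and 12 of 16 of dendritic cells (*Clec9a* −0.31, SE 0.18; adjusted p = 0.0251; adjusted p = 0.486 with an estimated correlation). Adipocyte markers were higher in 17 of 19 cases, such as the glucose transporter *Slc2a4* at 0.35 (SE 0.14) and *Cebpa* at 0.21 (SE 0.09), and the list was called with an adjusted p of 0.00247 (adjusted p = 0.565 with an estimated correlation). Markers of brown and beige adipocytes, preadipocytes and fibroblasts, endothelium, pericytes and smooth muscle, mesothelium, epididymis and testis, skeletal muscle, red blood cells and lymph node stroma were not called, with adjusted p between 0.197 and 0.841, though brown and beige adipocytes were called lower at a threshold of 0.25. Endothelium and epididymis were called higher without WT replicate 2 (means 0.10 and 0.06), and mesothelium lower without WT replicate 4 (−0.27) or knockout replicate 3 (−0.29) and with the immediate early covariate. For preadipocytes and fibroblasts the mean (−0.01) and the median (0.02) differed in sign. Without WT replicate 1 the mean of the lipid-associated list went from −0.39 to −0.22, and the calls ended for B cells (mean −0.55 to −0.16), T cells (−0.31 to −0.23), NK and innate lymphoid cells (−0.18 to −0.15), dendritic cells (−0.18 to −0.07) and adipocytes (0.10 to 0.05). T cells also lost the call without WT replicate 3 (mean −0.13), knockout replicate 2 (−0.22) or knockout replicate 3 (−0.24), and reached −0.48 without WT replicate 2 and −0.50 without knockout replicate 1. NK and innate lymphoid cells lost it without WT replicate 3 (−0.09), knockout replicate 2 (−0.15) or knockout replicate 4 (−0.15), and reached −0.28 without knockout replicate 1, while dendritic cells lost it without knockout replicate 4 (−0.13). The calls of dendritic, B, T and NK cells ended with the immediate early covariate (means −0.08, −0.22, −0.19 and −0.12; adjusted p = 0.302, 0.0998, 0.132 and 0.176). Those of dendritic, T and NK cells ended with the 40% of genes of lowest mean left out, where the means of the genes kept were larger (−0.21, −0.35 and −0.24). Dendritic cells also lost the call with array weights (−0.13). Without WT replicate 1 and knockout replicate 1 together the calls ended for dendritic cells (mean −0.13) and adipocytes (0.06).

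**Figure D3:**
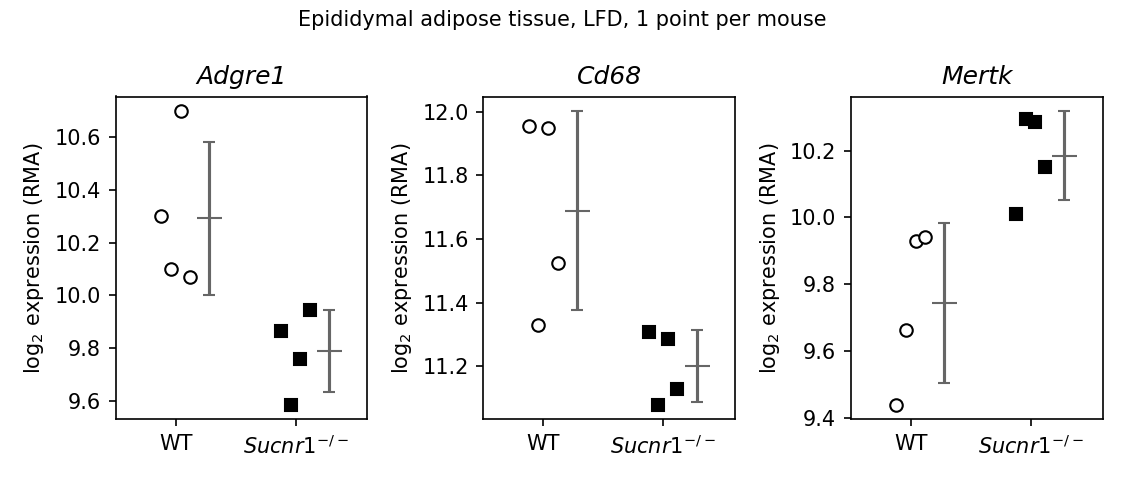
Log2 expression (RMA, vertical axis) of *Adgre1*, *Cd68* and *Mertk* in epididymal adipose tissue of LFD-fed mice, 1 point per mouse, WT as open circles and *Sucnr1* -/- as filled squares, with the mean and SD beside them. The groups do not overlap for any of these genes, with *Sucnr1* -/- mice lower for *Adgre1* and *Cd68* and higher for *Mertk*.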

We show that *Sucnr1* ^*−*/−^ mice display enhanced glucose tolerance on HFD feeding, despite having body weight similar to WT mice. This enables the study of the role of SUCNR1 in obesity-induced inflammation and metabolic disturbances independent of changes in body weight or adipose tissue weight. A recent study showed that *Sucnr1* ^*−*/−^ mice have increased body weight, with concurrent hyperglycaemia and impaired glucose tolerance [28], in contrast to our observations. Strikingly, the results of this group varied with the type and length of HFD feeding. Only a prolonged dietary HFD intervention of 20 weeks caused metabolic disturbances, while chow-fed *Sucnr1* ^*−*/−^ mice had reduced adipose tissue weight. Moreover, even HFD feeding for only 11 weeks reduced body weight and tended to improve glucose tolerance [28]. The dichotomous effects of SUCNR1 on the development of obesity in their experiments could possibly result from the specific Cre model used to generate their *Sucnr1* ^*−*/−^ mouse or the different diets/intervention periods [28]. The authors suggest that the glucose intolerance likely concurs with the increased white adipose tissue weight after prolonged HFD feeding. The improvement in glucose tolerance in *Sucnr1* ^*−*/−^ mice can be the result of improved insulin sensitivity and/or reduced insulin secretion, something we cannot distinguish using our data. In addition, as we used total *Sucnr1* ^*−*/−^ mice, we cannot distinguish the effects of SUCNR1 deficiency in individual cell types, such as adipocytes vs macrophages. Future studies are needed to disentangle these effects.

Overall, our results have identified succinate and its receptor as a driver of obesity-induced inflammation and an important contributor to the migration of macrophages into adipose tissue, leading to the systemic glucose intolerance in obesity-induced type 2 diabetes. As such, our data put forward SUCNR1 as a promising therapeutic target to combat obesity-induced diabetes.

## Electronic supplementary material

ESM (PDF 1886 kb)

## Abbreviations

BMDMs: Bone marrow-derived macrophages
CLS: Crown-like structures
HFD: High-fat diet
LFD: Low-fat diet
LPS: Lipopolysaccharide
MA: Mature adipocytes
SUCNR1: Succinate receptor 1
SVF: Stromal vascular fraction
TCA: Tricarboxylic acid
WT: Wild-type
ZAS: Zymosan-activated serum

How the deposited data were processed for this re-analysis (not part of the article)

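RNA of epididymal white adipose tissue from 8 LFD-fed male mice, 4 WT and 4 *Sucnr1* -/-, was measured on 1 Affymetrix whole-transcript array per mouse. The deposited table holds log2 expression values, which the authors made with RMA, the tool given in the submitters' processing notes. RMA corrects background, normalizes the arrays together and summarises the probes of each probe set, so differences in total signal between arrays have already been removed and very low values are compressed. Its version is not given in the sources used here, and neither are a genome build or a date of hybridisation. Values ran from 2.57 to 14.5, no 2 arrays held identical values, and the leading principal component held 38.5% of the variance.

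From the deposited log2 values, probe sets with exactly 1 gene symbol were kept, and 21185 of these 21218 were matched to the RefSeq genes of GRCm38.p6 by Entrez ID, with 0 symbols renamed. For the 1386 genes with more than 1 probe set, the brightest over all arrays was used. No gene was left out as dim. Probe sets with several symbols were not used, since their signal cannot be given to 1 gene. Coordinates were not used, because no build is named for the arrays.

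Genes were compared between *Sucnr1* -/- and WT mice with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Limma borrows the spread from all genes, with 2.67 prior degrees of freedom here. Differences are given as *Sucnr1* -/- minus WT on the log2 scale with their standard error. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted over 49 lists, and the mean of each list per mouse was tested by exact permutation over all ways to choose 4 of the 8 mice. With 4 mice against 4 the smallest p that this permutation allows is 0.0286. The smallest number of arrays per group, 4, limits the precision of each value, and replicates are separate mice by their labels. Genes sharing sequence, such as the mast cell proteases, can share probes.

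The rule for the genes named in the text takes every gene the paper names, the 10 genes per direction that pass the threshold without overlap or else those of smallest unadjusted p, given as not passing, and up to 4 genes of each list by smallest p. Predicted genes, olfactory and vomeronasal genes and immunoglobulin or T cell receptor segments were left out of the last 2 parts. Marker lists cover the cell types that the fat pad could hold, including epididymis, lymph node and muscle.

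Alternatives were an intensity-dependent prior, the methods' t-test, leaving out the 40% of genes of lowest mean, array weights, median centring, quantile normalization, the replicate number as a block, the mean of a gene's probe sets, and leaving out each array in turn. For lists they were an estimated correlation, fry, camera on ranks, preranked gene set enrichment (fgsea 1.28.0) after the paper's approach, and a threshold of 0.25. Alternatives chosen after seeing the data were the immediate early gene score as a covariate, leaving out WT replicate 1 and knockout replicate 1 together, and the exact permutation of list means. All 35 splits of the 8 arrays into 4 and 4 were fitted in the same way.

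The procedure was tested on simulated data with the spread of these 8 arrays over 18820 genes. Of 50 genes changed at each size, 66% were found at a log2 change of 0.5, 84% at 1, 96% at 1.5 and 94% at 2. Of 18620 unchanged genes 0.021% were called. The genes of all sizes were changed in the same data, so these shares do not give the power for a few changed genes. On the real arrays *Sucnr1*, at −3.05, did not pass over all genes (limma, adjusted p = 0.321). With 10 lists shifted by −0.3, camera at the preset correlation called all 10 and 0 of the 18 lists that share no gene with them. For the form with an estimated correlation no such result is given, so its power to find a shift is not known. A further 20 simulated data sets had variation shared between genes but no group difference. In these camera at the preset correlation called a median of 17 of 49 lists, at most 26, and with an estimated correlation a median of 0. Regrouping the real arrays called up to 36 lists, so 26 may be too low a limit for them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Some listed genes are not analysed here.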

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

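Leaving out each array in turn was planned, but its use as a test of WT replicate 1 was chosen after the result was seen, as were the tests of leaving out WT replicate 1 and knockout replicate 1 together, of shared probes, of the macrophage score over all 15 mast cell and eosinophil markers and of the time of day, and the immediate early covariate was chosen after seeing the data.

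Most gene lists of Fig. 2 themes were lower in *Sucnr1* -/- mice, and WT replicate 1 had the highest value in many of them. The calls counted here use camera at the preset correlation, and with an estimated correlation 0 lists were called lower. The power of the estimated form to find a true shift was not tested. Simulated data without a group difference gave a median of 17 of 49 lists called at the preset correlation. Of the 24 lists called lower, apart from the immediate early list, 18 were still called lower without WT replicate 1, and the median of their means went from −0.25 to −0.156. With the immediate early gene score as a covariate 17 were still called lower, and the median went to −0.155. The mean score of these lists per mouse differed by −0.265 (SE 0.151), by −0.151 (SE 0.118) without that array and by −0.149 (SE 0.0844) with the covariate, each within 2 SE of 0. WT replicate 1 and knockout replicate 1 had the highest immediate early score of their groups. With both left out, 22 of 24 lists were still called lower (median −0.258, score difference −0.242, SE 0.0589). The fall was thus also present without these 2 mice. This cannot tell what WT replicate 1 carries, since knockout replicate 1 ran against the fall. Leaving out knockout replicate 1 alone moved the chemotaxis mean from −0.36 to −0.61. The 24 lists were also picked for being lower on these same arrays, and dropping the highest mouse of each group narrows the SE. How much WT replicate 1 may account for by itself stays open, since its own test lies between its bounds, and an acute response to handling may account for the lower lists in part or in full, since the other knockout mice had lower immediate early scores (−0.574 to −0.298) than 2 of the other 3 WT mice (−0.132 and −0.09; the third −0.32). Chance is not excluded either, since 3 of the 35 splits of the arrays, the real one included, gave as many lists called in 1 direction (real value 25, highest other 26), and an effect of the genotype on immune genes stays open.

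Chance is also not excluded for 2 other counts. For genes at an unadjusted p under 0.05 a result as large came in 7 of 35 splits (real value 1284, highest other 2275) and for lists called in either direction in 6 of 35 (real value 31, highest other 36). For genes at an adjusted p under 0.05 the real value was 0 (highest other 6), so all 35 splits reach it and the count decides nothing.

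Mast cell genes, which the main text of the paper does not discuss, were lower in *Sucnr1* -/- mice. Of 15 measured markers of mast cells and eosinophils, 5 fell when adjusted over the list alone, by limma, each without overlap between the groups: *Tpsb2* by 0.73 (SE 0.12), *Cpa3* by 0.74 (SE 0.16), *Mcpt4* by 0.64 (SE 0.13), *Cma1* by 0.36 (SE 0.09) and *Fcer1a* by 0.30 (SE 0.10), and none over all genes. The list was called lower (adjusted p = 0.000664; adjusted p = 0.309 with an estimated correlation), with 11 of 15 markers lower, its mean went from −0.24 to −0.14 without knockout replicate 2, and 3 genes instead of 5 passed over the list alone without WT replicate 3 or with the 40% of genes of lowest mean left out, *Cma1* and *Fcer1a* among them. Probes shared between tryptases and chymases are excluded for the 2 genes outside those families and stay open for the 3 within them. With the macrophage marker score as a covariate, 7.49% of the mean difference of all 15 markers was left (−0.236, SE 0.117, to −0.0177, SE 0.128), so a fall of all leucocyte genes alike may account for the lower list. For the 5 genes 79.7% was left (−0.553, SE 0.102, to −0.441, SE 0.146), but they were picked for their difference between the same groups, so this does not count against it; this form was run first, and its bound was changed and set back after its value was seen.

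Clock genes of opposite phase ran in opposite directions, which the main text of the paper does not report on. Of 14 measured genes, 13 had the sign of 1 common shift in phase: *Arntl* was at −0.86 (SE 0.26), against *Per2* at 0.60 (SE 0.20), *Per3* at 1.03 (SE 0.35) and *Hlf* at 0.58 (SE 0.22). The phase score per mouse was 0 ± 0.64 (SD, n = 4) in WT and 0.87 ± 0.52 (SD, n = 4) in *Sucnr1* -/- mice (exact permutation p = 0.0857), and no gene passed limma over all genes or adjusted over the list alone. The list was called higher (adjusted p = 0.0343; adjusted p = 0.486 with an estimated correlation), but not without WT replicate 1 (mean 0.15 to 0.08, adjusted p = 0.0778), WT replicate 3 (mean 0.16, adjusted p = 0.112) or knockout replicate 2 (mean 0.13, adjusted p = 0.0635), nor with median centring (mean 0.19, adjusted p = 0.144). A different time of day at collection in the groups may account for this, which the score leaves open, and the sources used here give no collection times; a direct effect of the genotype on the clock was not tested.

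In 136 groups of 4 values, 10 had a sample far from the other 3, with a gap, as a share of the group's range, above Dixon's critical value; chance gives 6.8, about 1 in 20 groups. WT replicate 1 was far above the others for RIG-I-like receptor signalling (0.27 against −0.104 to −0.0819, gap 0.941 of the range), interferon-stimulated genes (0.826 against −0.323 to −0.242, 0.929), dendritic cells (0.324 against −0.131 to −0.0681, 0.863) and *Il1rn* (9.64 against 7.83 to 8.08, 0.86), and far below them for fatty acid oxidation (−0.275 against 0.0778 to 0.109, 0.918) and lipolysis (−0.122 against 0.0309 to 0.0499, 0.89). Knockout replicate 1 was far above the others for MHC class II (−0.0678 against −0.274 to −0.27, 0.982) and NK cells (0.108 against −0.289 to −0.262, 0.931), knockout replicate 4 for epididymis and testis (0.288 against −0.0679 to −0.0216, 0.87), and WT replicate 4 was far below them for resident M2-like macrophages (−0.145 against 0.0393 to 0.0531, 0.93).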

How the results depend on the processing

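No gene passed at an adjusted p under 0.05 in any setting run. At an unadjusted p under 0.05 limma gave 1284 genes and the methods' t-test 1247, with 0 after adjustment by either. Leaving out 1 array moved the unadjusted count between 808 (knockout replicate 2) and 1659 (knockout replicate 1), and median centring gave 1682. *Sucnr1* was lower in all settings, by log2 −2.81 to −3.38. Of the genes the paper names, 1 passed when adjusted over the list alone, with 3 under an intensity-dependent prior, 1 to 4 when an array was left out (lowest without WT replicate 1, highest without WT replicate 2) and 2 with WT replicate 1 and knockout replicate 1 both left out; the cause was not tested. *Sucnr1* neighbours passing went from 0 to 2 with the immediate early score as a covariate; the cause was not tested.

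Of 49 lists 31 were called, 25 lower and 6 higher. With an estimated correlation 0 were called, 0 lower and 0 higher. That form called 0 lists in all 35 splits of the arrays, and its power to find a true shift was not tested. Fry called 1, 1 lower (complement) and 0 higher, and exact permutation of list means, chosen after seeing the data, 3 unadjusted, 3 lower (complement, lysosome, phagocytosis) and 0 higher, with an adjusted p of 0.445 each. At a threshold of 0.25, 28 were lower and 9 higher. Preranked enrichment at the paper's thresholds called 18 lower and 2 higher. Leaving out an array gave 20 (without WT replicate 1) to 35 (without WT replicate 4) lists, 2 to 8 of them higher, and 3 were higher with WT replicate 1 and knockout replicate 1 both left out. The branched-chain amino acid list ran from −0.0129 (without WT replicate 1, reversed) to 0.11, and the endothelial list from −0.0688 to 0.0993 (without WT replicate 2, reversed). Monocyte and neutrophil markers turned from −0.11 to 0.138 without WT replicate 1, where they were not called, and to 0.299 with the immediate early covariate. The cause was not tested.

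With the replicate number as a block (a replicate block), 6 of the genes the paper names passed over the list alone, 1905 genes had an unadjusted p under 0.05 and 0 passed after adjustment, and 1 list (ribosomal proteins) lost its call. Deviations of same-numbered mice correlated at 0.45, 0.14, 0.11 and 0.015, not every mouse correlated best with its own number, and no source says that numbers pair the mice. Signal over background is not given, so values of dim genes may be compressed by an unknown amount; without the 40% of genes of lowest mean, 904 genes had an unadjusted p under 0.05.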

Differences from the paper's values

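For *Cd68* on LFD the fold of *Sucnr1* -/- over WT was 0.713 (SD 0.056) on the arrays, whereas the paper's RT-qPCR value is about 0.4 in Fig. 4e, read by eye. None of the 16 alternatives set before the data were examined brings the array value within reach of it (0.656 to 0.758). The paper's bar comes from another assay and, by its legend, not only from the mice on the arrays. For *F4/80* (*Adgre1*) the array value is 0.705, and the paper's value is about 0.6 in Fig. 4d, read by eye.

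In Fig. 2 the gene sets of the tissue remodelling cluster are marked as suppressed in the knockout. The extracellular matrix list was not called here (mean log2 −0.11, adjusted p = 0.104 from camera), with 28 of 47 genes lower. Its mean was −0.06 without WT replicate 1, and −0.07 without WT replicate 1 and knockout replicate 1 together. Of the alternatives set before the data were examined, median centring (adjusted p = 0.0407), preranked enrichment (adjusted p = 0.0189), the threshold of 0.25, and leaving out WT replicate 3 (adjusted p = 0.0237), WT replicate 4 (adjusted p = 0.0485) or knockout replicate 4 (adjusted p = 0.0134) call it lower, and the others do not. Over all alternatives run its adjusted p went from 0.0134 to 0.583. The paper's gene sets and those used here are not the same. Of the 19 lists that follow Fig. 2, 15 were called lower and 2 higher, and 0 were called in either direction with an estimated correlation.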

Other observations

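Lysosomal genes were lower in *Sucnr1* -/- mice. Of 28 measured genes 25 were lower, and 3 fell when adjusted over the list alone by limma, the protease *Ctsz* by 0.25 (SE 0.06), the membrane protein *Cd63* by 0.37 (SE 0.09) and *Atp6v0a1*, a subunit of the proton pump, by 0.34 (SE 0.09). No gene passed over all genes, and none over the list alone with median centring or without WT replicate 1, WT replicate 4 or knockout replicate 2, 3 or 4, against 10 without WT replicate 2, 2 without knockout replicate 1 and 1 without WT replicate 3, by the methods' t-test or without WT replicate 1 and knockout replicate 1 together. The list was called lower (adjusted p = 3.17e-10; adjusted p = 0.258 with an estimated correlation), and on its mean every *Sucnr1* -/- mouse lay below every WT mouse (exact permutation p = 0.0286, unadjusted). Its mean was −0.20, while markers of macrophages (mean −0.33) and of lipid-associated and M1-like macrophages (mean −0.39), which share *Ctss*, *Ctsk* and *Atp6v0d2* with it, were lower in the same mice. Adipocyte markers were higher (17 of 19, mean 0.10). On the adipokine list 10 of 12 genes were higher (adjusted p = 0.00328, or 0.480 with an estimated correlation). Its member *Nnat* was 0.39 higher (SE 0.09) and passed when adjusted over the list alone. It did not pass in 6 of the 8 fits that left out 1 array or by the methods' t-test. Nor did it pass without WT replicate 1 and knockout replicate 1 together. Being on the list does not show that *Nnat* encodes a secreted adipokine. *Rbp4*, the retinol carrier, was at 0.29 (SE 0.10). Without WT replicate 2 the adipokine call ended (adjusted p = 0.0759, mean 0.12 to 0.06), and without WT replicate 4 the mean was 0.19. *Lep* was at 0.14 (SE 0.24) and *Fabp4* at 0.09 (SE 0.06).

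Genes of branched-chain amino acid catabolism were called higher (16 of 21, *Mccc1* 0.29, SE 0.11; adjusted p = 0.0362; adjusted p = 0.660 with an estimated correlation), a call that ended without WT replicate 1 (where the mean turned to −0.01), without knockout replicate 1 (0.07), 2 (0.05) or 3 (0.06), with array weights (0.03), median centring (0.11, adjusted p = 0.0526), the immediate early covariate (0.02) and by preranked enrichment. The call also ended without WT replicate 1 and knockout replicate 1 together (mean −0.009). The mean of the list was 0.07, and 0.11 without WT replicate 4. Ribosomal protein genes were called lower (32 of 42, mean −0.03; adjusted p = 0.0365; adjusted p = 0.731 with an estimated correlation), a call that ended without WT replicate 1 (mean −0.005), WT replicate 2 (−0.01), knockout replicate 2 (−0.01) or knockout replicate 4 (−0.03), with the 40% of genes of lowest mean left out (−0.03), a replicate block (−0.03), array weights (−0.02), median centring, where the mean turned to 0.01, and the immediate early covariate (−0.01), while the mean was −0.07 without WT replicate 4. The ribosomal call also ended without WT replicate 1 and knockout replicate 1 together (mean −0.009). Immediate early and stress genes were called lower (18 of 22, mean −0.24, *Nr4a1* −0.74, SE 0.25, but *Jun* 0.28, SE 0.08; adjusted p = 0.00328; adjusted p = 0.565 with an estimated correlation), a call that ended without WT replicate 1 (−0.06) or knockout replicate 4 (−0.13), with a mean of −0.44 without knockout replicate 1. Fatty acid and triacylglycerol synthesis (*Pnpla3* 0.64, SE 0.22; adjusted p = 0.102), lipolysis and lipid droplets (*Plin5* −0.55, SE 0.18; adjusted p = 0.227), cholesterol synthesis (adjusted p = 0.545), glycolysis (adjusted p = 0.477) and the hypoxia response (adjusted p = 0.436) were not called. In skeletal muscle markers, *Myl1* was 0.54 higher (SE 0.13) and passed when adjusted over the list alone, but not without WT replicate 1, 2 or 3 or knockout replicate 1 or 2, by the methods' t-test, with a replicate block or the immediate early covariate, or without WT replicate 1 and knockout replicate 1 together. Fatty acid and triacylglycerol synthesis was called higher without WT replicate 2 (mean 0.14) or WT replicate 4 (0.13), without the 40% of genes of lowest mean and by preranked enrichment, and at a threshold of 0.25, as was lipolysis.

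Among genes of smallest unadjusted p, none of which passed over all genes by limma, the higher ones were the oestrogen receptor *Esr1* at 0.62 (SE 0.10), *Phgdh*, the enzyme that opens serine synthesis, at 0.39 (SE 0.07), *Gamt*, of creatine synthesis, at 0.77 (SE 0.15) and *Bche*, butyrylcholinesterase, at 0.84 (SE 0.18). Lower ones were the carbonic anhydrase *Car6* at −0.84 (SE 0.11, adjusted p = 0.386), *Tnfrsf11a*, the receptor RANK, at −0.51 (SE 0.10) and *Apoc2*, the activator of lipoprotein lipase, at −0.60 (SE 0.13). Of 798 genes without overlap between the groups, 446 were higher and 352 lower; they are 4.24% of all genes, where chance gives 2.86%.

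Near *Sucnr1* in the gene order, 32 of 47 measured genes had a lower mean in *Sucnr1* -/- mice and 15 a higher one, 4 were lower at an unadjusted p under 0.05, and none passed limma over all genes or adjusted over the list alone (lowest adjusted p = 0.387). *P2ry14*, a receptor for UDP-glucose, was at log2 8.13 ± 0.50 (SD, n = 4) in WT and 7.37 ± 0.16 (SD, n = 4) in *Sucnr1* -/- mice, a log2 difference of −0.76 (SE 0.22). *Mme*, which encodes the peptidase neprilysin, differed by −0.25 (SE 0.10). With the immediate early covariate 2 genes passed over the list alone.

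For further genes that the paper names, or whose products it names, the log2 differences on the LFD arrays were −0.42 (SE 0.53) for *Ccr1*, −0.09 (SE 0.27) for *Cxcr4*, −0.08 (SE 0.11) for *Cd74*, −0.38 (SE 0.39) for *Cd80*, −0.13 (SE 0.23) for *Cd86*, −0.55 (SE 0.49) for *Il1rn*, −0.54 (SE 0.94) for *Cxcl1* and 0.03 (SE 0.15) for *Nos2*. For *Il1rn* WT replicate 1 lay at 9.64, against 7.83 to 8.08 in the other WT mice. It lay at 9.18 for *Ccr1* (7.23 to 8.36 in the other WT mice) and at 8.88 for *Cd80* (7.33 to 7.97). The differences of *Il1rn*, *Ccr1* and *Cd80* were thus enlarged by WT replicate 1. Of 19 measured genes that the paper names, 16 were lower and 3 higher, 5 were lower at an unadjusted p under 0.05, and 1, *Sucnr1*, passed when adjusted over the list alone. Without WT replicate 1, *Tnf*, *Il1b*, *Cxcl1*, *Cd86* and *Cxcr4* among the lower genes turned to higher means in *Sucnr1* -/- mice. Of all genes taken by the rule for named genes, 7 turned sign in that setting and 7 with the immediate early covariate.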
